A study of Mus musculus with 20 samples. Its data were reported in "Meiotic prophase I disruption as a strategy for nonhormonal male contraception using small-molecule inhibitor JQ1" (2026).

How the data were processed

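Kidney and liver of adult male DBA/2J mice, an inbred laboratory strain, were profiled by bulk RNA-seq of polyadenylated RNA. Per the labels, mice had received JQ1, a small molecule that blocks the bromodomains of the BET proteins, at 50 mg/kg by daily intraperitoneal injection for 3 weeks, or vehicle on the same schedule. Tissue was taken at the end of dosing, at 10 weeks of age (treatment), or 6 weeks after the last dose, at 16 weeks of age (recovery). Each organ had 10 libraries, 3 from JQ1 treatment, 3 from JQ1 recovery, 3 from vehicle at the treatment time and 1 from vehicle at the recovery time. The 4 vehicle libraries of an organ were pooled as its control, as in the study. A legend in the study's supplement gives the numbers of vehicle animals at both times the other way round and a shorter recovery. The labels were followed, and every result with controls of the same time or age rests on them. The age of the animals therefore differed between the recovery group and 3 of its 4 controls. The labels do not state whether a kidney and a liver library of the same number came from 1 animal, and within an organ each library was counted as 1 animal.

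The authors trimmed the reads with fastp 0.20.1 and quantified them with Salmon 1.10.0 against a mouse transcriptome, per the study's methods and the submitters' processing notes. The deposited files hold, for each of 147833 transcripts, the estimated count of reads that Salmon assigned to it and its TPM. Salmon divides reads that match several transcripts among them by a statistical model, so the estimated counts need not be whole, and genes with near-identical copies (the Ugt2b, Cyp2, Cyp3a, Cyp4a, Serpina, haemoglobin, histone and ribosomal protein families) are uncertain at the level of the single gene. The same holds for genes that overlap another gene, such as small nucleolar RNA genes. The reference annotation at hand was GENCODE M21, and 37 of the transcript names in the files carried the same version there, so no coordinates are given. Gene symbols and identifiers were taken from the transcript names in the files. The transcripts belonged to 55642 genes, of which 24745 had no read in any of the 20 libraries, and 74 symbols were carried by more than 1 gene identifier.

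Estimated counts were summed per gene and rounded to whole numbers. The totals per library ran from 13952510 to 26895318 reads in kidney (median 17831100) and from 11968500 to 17529910 in liver (median 14071878). Mitochondrially encoded genes took 22.0% to 26.7% of the reads in kidney and 15.0% to 19.2% in liver, and the 10 most abundant genes 25.1% to 33.0% and 25.6% to 28.5%. Values per library are given as CPM (read counts scaled to the size of the library, with the TMM factors of the organ's fit), computed from the deposited estimated counts. The kidney share of liver libraries and the values of Kap beside it are without TMM factors, since they compare both organs.

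Each organ was tested in a single fit over its 10 libraries with edgeR 4.0.16 in R 4.3.3 (TMM scaling, robust dispersions, quasi-likelihood F-test). Genes were kept by filterByExpr over the 3 groups with a minimum count of 10 and a minimum total of 15, which left 17158 genes in kidney and 14559 in liver. Every adjusted p for a single gene is from edgeR with Benjamini-Hochberg adjustment over the genes tested, and a gene is said to have risen or fallen where that value was below 0.05. Log2 fold changes are given ± their standard error and CPM ± SD. The difference between organs was tested over all 20 libraries in 6 groups (17710 genes). The comparisons were treatment against control, recovery against control and treatment against recovery in each organ, and the difference between organs in the treatment effect.

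Gene lists (59, of pathways, cell types of both organs, sex-biased genes and signs of sample quality) were fixed before the data were examined, as were the groups, the tests, the rule for named genes and the alternatives unless said otherwise. A list was tested where at least 5 of its genes were measured (55 lists in kidney, 53 in liver). The test was camera of limma 3.58.1, which compares the genes of a list with all other genes, with a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over lists. It was repeated with the correlation estimated from the data. Beside it, fry asked whether the genes of a list moved one way on balance. With the estimated correlation 0 lists passed in any of the 4 comparisons with control, although 10, 8, 5 and 5 lists had an unadjusted p below 0.05 in kidney treatment, kidney recovery, liver treatment and liver recovery. By fry, 12, 0, 4 and 0 lists passed, and 20, 11, 7 and 19 had an unadjusted p below 0.05.

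The genes named were the 10 largest rises and 10 largest falls in each comparison with control among genes with an adjusted p below 0.05, a mean of at least 2 CPM in the higher group and no overlap between the libraries of both groups. The genes Brd2, Brd3, Brdt, Hexim1, Serpini1, Myc, Smarca5 and Gpx4 were among those to be named whatever their values, as were up to 4 members with the lowest p of each list described. For treatment against recovery and the difference between organs these were the 5 genes with the lowest p in each direction. Some genes that the rule names are not given. Genes outside this rule are said to have been chosen after their values were seen.

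The whole procedure was tested on simulated data, with the real means and library sizes and 200 genes changed by known factors. In the simulated kidney treatment comparison (16727 genes) the edgeR test recovered 56% of genes changed 1.5-fold, 76% at 2-fold, 96% at 3-fold and 96% at 4-fold, with 8 false calls. In the simulated liver treatment comparison (14079 genes) it recovered 18%, 64%, 90% and 94%, again with 8 false calls. In both organs 0 genes were called by edgeR in a simulated comparison without change.

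Alternatives were DESeq2 1.42.0, its size factors in place of TMM, limma's voom with quality weights, no filter and a stricter filter on low counts (1 CPM in 3 libraries), counts rebuilt from the deposited TPM by length scaling, controls of the same time only, a fit of only the groups compared, the replicate number as a block, a 2-fold minimum, and each library of the groups compared left out in turn. A fit without liver JQ1 recovery replicates 2 and 3 was added after seeing the data, because kidney transcripts were found in both. A gene that was called in neither fit was counted as unaltered between them, also where its sign differed. Libraries of one group differed by more than sampling noise, so none was counted as a repeat of another. Intervals for shares are exact binomial ones and cover counting error only. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and the R package data.table (version 1.17.8).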

Results

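RNA was sequenced from kidney and liver of male mice that had received JQ1 or vehicle daily for 3 weeks, either at the end of dosing or 6 weeks later. JQ1 displaces BET proteins, readers of acetylated histones that sit at promoters and enhancers, and its use in the study rests on BRDT, the family member of the testis. Both organs served to show how far a drug given for its action in the testis altered other tissues, and whether any change persisted after withdrawal. Each organ had 3 JQ1 treatment, 3 JQ1 recovery and 4 vehicle control libraries, with 13952510 to 26895318 reads per library in kidney and 11968500 to 17529910 in liver.

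In kidney at the end of JQ1 treatment 469 genes fell and 240 rose. Ugt2b37 (ENSMUSG00000057425), a glucuronosyltransferase that conjugates hydrophobic compounds, went from 236.3 ± 56.1 CPM in controls (n = 4) to 5.14 ± 1.37 after JQ1 (n = 3). Its log2 fold change was -5.56 ± 0.28 (adjusted p = 3.27e-05). The cytochrome P450 Cyp2a5 went from 117.0 ± 46.9 to 3.95 ± 0.27 CPM (-4.90 ± 0.40, adjusted p = 0.00067). Ugt2b5 (-3.60 ± 0.52), the hydroxysteroid dehydrogenase Akr1c18 (-3.36 ± 0.45) and Serpina1f (-3.23 ± 0.31) fell as well. So did the ubiquitin-like Ubd (-3.73 ± 0.55), Ifitm7 (-3.11 ± 0.55) and Eif1ad7 (-5.39 ± 0.63), and the gene models Gm4208 (-4.15 ± 0.46) and Gm9973 (-3.24 ± 0.33).

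Fewer kidney genes rose, and by less. The histone H4 gene H4c8 went from 7.26 ± 2.88 to 63.9 ± 7.5 CPM (3.15 ± 0.25, adjusted p = 0.000117) and the histone H2A gene H2ac19 rose by 1.61 ± 0.18. Slc5a10, a sodium-coupled sugar transporter of the proximal tubule, went from 107.8 ± 15.0 to 252.6 ± 18.2 CPM (1.23 ± 0.10). The gene model Gm20634 went from 40.8 ± 6.1 to 104.7 ± 15.0 CPM (1.36 ± 0.11, adjusted p = 5.61e-06). Cyp24a1, which degrades vitamin D (1.75 ± 0.33), and the acyltransferase Gpat3 (1.21 ± 0.29) also rose. Further rises were in Tmem100 (1.77 ± 0.39), Atoh7 (1.85 ± 0.46) and Gm25360 (1.22 ± 0.26). None of the genes fixed by name that are given here passed the edgeR test in kidney. Smarca5 was at 0.24 (adjusted p = 0.0631), Myc at 0.83 (adjusted p = 0.213), Brd2 at -0.15, Gpx4 at 0.15, Hexim1 at 0.06, Brd3 at -0.03, Serpini1 at -0.08 and Brdt at 0.01.

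In all, 709 of 17158 genes passed in kidney at the end of treatment, 240 higher and 469 lower. Of these, 21 of the former and 163 of the latter exceeded 2-fold. The number was 411 without JQ1 treatment replicate 3, 432 with length-scaled TPM counts, 459 in a fit of only the groups compared and 1084 without a filter on low counts. Among the 20 genes with the largest changes, 13 kept their call when any 1 treatment or control library was left out. Cyp24a1 (adjusted p up to 0.0974), Gpat3 (up to 0.0965) and Gm25360 (up to 0.0592) reached their highest edgeR p without JQ1 treatment replicate 3. Atoh7 (adjusted p = 0.125), Tmem100 (0.125) and Ifitm7 (0.0554) did so without replicate 1. Of the 7 fits without 1 treatment or control library, Cyp24a1 lost its call in 5, Gpat3 in 4 and Atoh7 in 3. Gm25360, Tmem100 and Ifitm7 each lost it in 1.

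**Figure D1:**
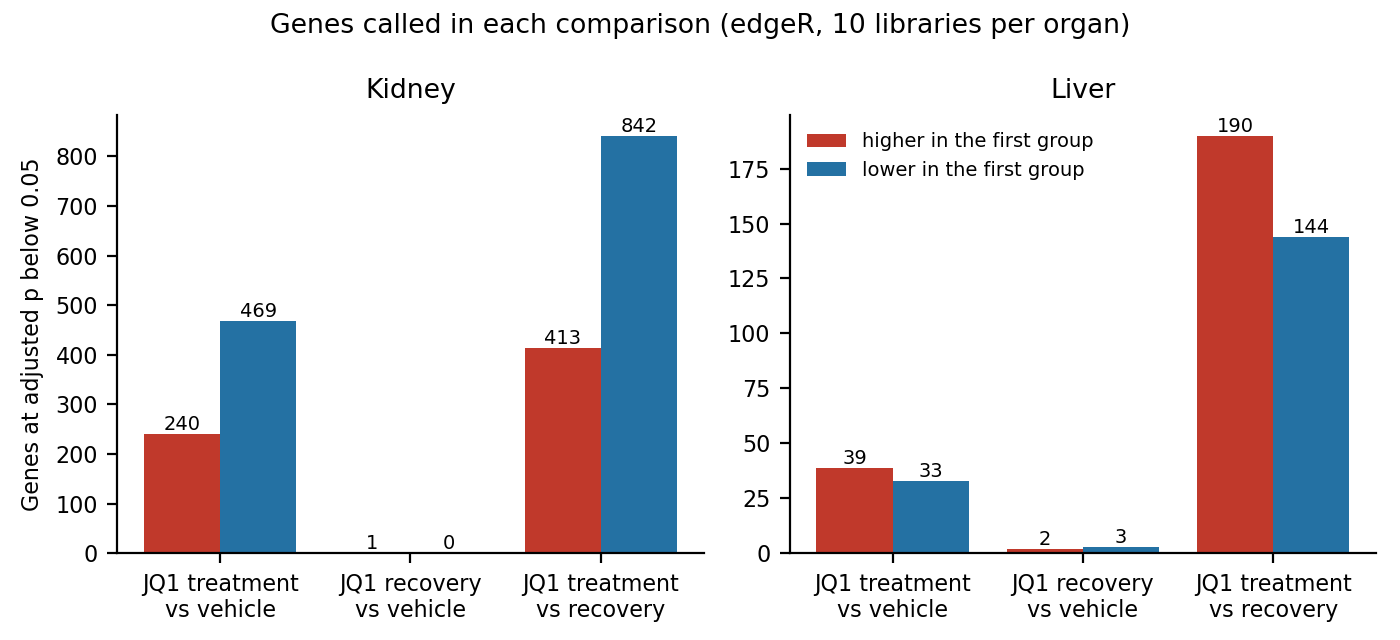
Bars give the number of genes at an adjusted p below 0.05 (edgeR) that were higher or lower in the first group named, for 3 comparisons in kidney and in liver, each axis starting at 0 with its own scale. Kidney treatment shows 240 higher and 469 lower genes, and recovery against vehicle 1 gene in kidney and 5 in liver.

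Antigen presentation by MHC class II, the display of peptides to helper T cells, had the lowest p of 55 lists in kidney. In all, 22 lists passed by camera and 12 by fry, and 0 with an estimated correlation in camera (10 at an unadjusted p below 0.05). All 7 measured genes fell, and 7 passed when adjusted over the list alone (median -2.40, camera adjusted p = 5.79e-23, adjusted p = 0.177 with an estimated correlation). They included H2-Eb1 (-2.86 ± 0.38), the invariant chain Cd74 (-2.40 ± 0.29), H2-DMb1 (-1.96 ± 0.26) and Ciita, the master regulator of the class II genes (-1.51 ± 0.28). In the lymphocyte list 1 of 9 genes fell, the granzyme Gzma (-2.85, adjusted p = 0.0262), and 2 when adjusted over the list alone (median -0.95, camera adjusted p = 0.000786, and adjusted p = 0.188 with an estimated correlation). MHC class I presentation had 1 of 14 genes lower, Tapbp (-0.46), and 1 adjusted over the list alone (median -0.24, camera adjusted p = 0.0135, adjusted p = 0.545 with an estimated correlation). Of 15 cytokines and chemokines Ccl5 (-2.33) and Nfkbia (-0.35) fell, and 3 did so adjusted over the list alone (camera adjusted p = 0.0206, adjusted p = 0.573 with an estimated correlation). Complement had 2 of 20 genes lower, Cfb (-0.99) and C8g (-1.26), with 5 lower and 1 higher adjusted over the list alone (camera adjusted p = 0.0414, adjusted p = 0.451 with an estimated correlation). Among 15 coagulation genes F13b (-0.91), Proc (-1.12) and Serpinf2 (-0.57) fell, and 3 did so adjusted over the list alone (median -0.29, camera adjusted p = 0.00192, adjusted p = 0.188 with an estimated correlation). Of the 7 edgeR fits without 1 treatment or control library, Gzma lost its call in 3, Nfkbia in 4 and Serpinf2 in 5. The adjusted p was highest without JQ1 treatment replicate 3 for Gzma (0.111) and Nfkbia (0.103), and without replicate 1 for Serpinf2 (0.162).

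Genes of the proximal tubule, the segment that recovers sugar, phosphate and amino acids from the filtrate, moved both ways. Of 31 measured, 7 rose and 2 fell, and 10 and 2 did so adjusted over the list alone (median 0.18, camera adjusted p = 0.000265, adjusted p = 0.188 with an estimated correlation). Miox, which starts the breakdown of inositol, went from 438.1 ± 26.9 to 888.5 ± 29.9 CPM (1.02 ± 0.07), and the phosphate transporters Slc34a1 and Slc34a3 changed in opposite directions (0.45 and -1.04). Gluconeogenesis had 2 of 11 genes higher, Fbp1 (0.68) and Pck1 (0.77), with 4 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.0106, adjusted p = 0.331 with an estimated correlation). Glycolysis had 2 of 16 higher, among them Eno1 (0.35), and 2 adjusted over the list alone (camera adjusted p = 0.0414, adjusted p = 0.632 with an estimated correlation). Of 25 genes of PPARA-driven fatty acid oxidation 3 rose, among them Angptl4 (0.93) and Acadl (0.32), and 6 did so adjusted over the list alone (median 0.20, camera adjusted p = 0.000209, adjusted p = 0.331 with an estimated correlation). The mitochondrial genome had 2 of 13 genes higher, mt-Atp8 (0.50) and mt-Co1 (0.30), and 5 adjusted over the list alone (median 0.18, camera adjusted p = 0.000786, adjusted p = 0.331 with an estimated correlation). Eno1 and mt-Co1 each lost their call in 4 of the 7 edgeR fits without 1 treatment or control library. The adjusted p was highest at 0.108 for Eno1, without JQ1 treatment replicate 2, and 0.128 for mt-Co1, without replicate 3.

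Single genes of sex-biased lists fell in treated kidney. The list of male-biased liver genes had 2 of 17 lower in kidney, the hydroxylases Cyp7b1 (-1.38) and Cyp4a12a (-0.74), and 6 adjusted over the list alone (median -0.78, camera adjusted p = 2.46e-05, adjusted p = 0.188 with an estimated correlation). Female-biased kidney genes had 1 of 5 lower, the organic anion transporter Slc22a7 (-2.52), and 3 adjusted over the list alone (median -2.34, camera adjusted p = 0.00192, adjusted p = 0.188 with an estimated correlation). The prolactin receptor Prlr was at -2.34. Male-biased kidney genes did not pass as a list (1 of 11 lower, 1 adjusted over the list alone, median -0.33, camera adjusted p = 0.234). Of the 7 edgeR fits without 1 treatment or control library, Cyp7b1 and Cyp4a12a lost their call in 2 and Slc22a7 in 3. The adjusted p was highest without JQ1 treatment replicate 1 for Cyp7b1 (0.0889) and Cyp4a12a (0.110), and without replicate 3 for Slc22a7 (0.115). The vehicle recovery library lies above the other kidney controls in the male-biased liver list, and without it Cyp7b1 was at -1.19 and Cyp4a12a at -0.57, both still called.

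Histone genes had 3 of 19 higher (H4c8, H2ac19 and H2bc4 at 0.32) and 1 lower (H2aw, -0.41), with 5 and 1 adjusted over the list alone (median 0.25, camera adjusted p = 2.91e-05, adjusted p = 0.2 with an estimated correlation). Red cell genes had 3 of 8 higher (Hbb-bt 0.92, Alas2 0.98, Hba-a2 0.73) and 6 adjusted over the list alone (median 0.65, camera adjusted p = 9.48e-07, adjusted p = 0.188 with an estimated correlation). For the extracellular matrix, 3 of 28 genes rose (among them Col6a2 1.00 and Col4a1 0.33) while Ccn2 (-0.68) and Timp3 (-0.42) fell. In this list 4 and 2 did so adjusted over the list alone (median 0.62, camera adjusted p = 0.000265, adjusted p = 0.607 with an estimated correlation). The circadian clock had 3 of 18 genes higher, Bhlhe40 (0.73), Cry2 (0.73) and Per3 (0.64), and 4 adjusted over the list alone (camera adjusted p = 0.0206, adjusted p = 0.188 with an estimated correlation). The periportal liver list held 2 falls in kidney, the immunoglobulin receptor Pigr (-2.62) and Aldh1b1 (-2.43), and 1 rise among 11 genes, with 4 and 1 adjusted over the list alone (camera adjusted p = 0.0164, adjusted p = 0.2 with an estimated correlation). In this list too the vehicle recovery library lies above the other kidney controls (mean log2 CPM 3.518, others 3.201 to 3.244). Cell cycle (median 0.36, camera adjusted p = 0.000265, adjusted p = 0.632 with an estimated correlation), ribosomal proteins (0.08, 0.00667 and 0.665), neutrophil genes (0.65, 0.0101 and 0.352) and heat shock (-0.23, 0.0392 and 0.648) passed by camera with 0 single genes called by edgeR. Adjusted over the list alone there were 0, 0 and 1 in the first 3, and 1 higher and 3 lower in heat shock. Some genes of these lists, though not all, lost their call with single libraries left out, and without JQ1 treatment replicate 1 the edgeR adjusted p was 0.178 for Alas2, 0.184 for Hba-a2, 0.233 for Col6a2 and 0.199 for H2aw. Without JQ1 treatment replicate 3 it was 0.114 for H2bc4 and 0.0508 for Col4a1. Without vehicle treatment replicate 2 it was 0.0806 for Hbb-bt, and without vehicle treatment replicate 1 it was 0.0987 for Per3. These are the highest values. Of the 7 fits without 1 treatment or control library, H2aw and Per3 lost their call in 6, Alas2 and Hba-a2 in 5. Col6a2, H2bc4 and Hbb-bt lost it in 4, and Col4a1 in 1.

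Lists built on known targets of BET inhibition did not pass in kidney. Genes raised by BET inhibitors had 1 of 10 higher (median 0.01, camera adjusted p = 0.516). Genes lowered by them had 0 of 11 (median -0.06, camera adjusted p = 0.871) and the BET family with its elongation partners 0 of 16 (median -0.01, camera adjusted p = 0.912), with 1, 0 and 0 adjusted over the list alone. Drug-metabolism targets of the receptors CAR and PXR had 2 higher and 2 lower of 17, and 2 and 4 adjusted over the list alone. The median was 0.01, with a mean of -0.32 and a camera direction of lower (adjusted p = 0.103). Interferon-response genes had 1 of 30 lower and 1 adjusted over the list alone (camera adjusted p = 0.982).

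At 6 weeks after the last dose kidney differed from control in 1 gene by edgeR. Slc16a6, a transporter of the monocarboxylate family, went from 49.4 ± 7.6 CPM (n = 4) to 78.8 ± 2.3 (n = 3), a log2 fold change of 0.67 ± 0.10 (adjusted p = 0.028). It was also higher at the end of treatment (72.5 ± 2.2 CPM). After recovery Ugt2b37 was at 264.6 ± 17.5 CPM, Cyp2a5 at 144.5 ± 23.3 and Cd74 at 26.8 ± 3.3. Of the 709 genes changed at treatment 708 were not called after recovery (99.86%, 95% interval 99.22% to 100%), and the median ratio of recovery to treatment log2 fold change was -0.03. Simulated recovery libraries with no change gave 99.97% and a ratio of 0.04 (SD 0.0073), above the observed ratio. Changes that persist below the threshold were not simulated, so the count by itself does not tell a return from a missed threshold. For 85.05% of these genes the log2 change at recovery was less than 1/2 of that at treatment.

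The call count after recovery in kidney moved with the test. In edgeR 1571 genes had an unadjusted p below 0.05, and DESeq2 called 109, voom 93 and edgeR without a filter on low counts 182. It was 240 without the vehicle recovery library, the control of the same age, 13 in a fit of only the groups compared, and 2 without vehicle treatment replicate 3. It was 0 without JQ1 recovery replicate 1 or 2, without vehicle treatment replicate 1 or with length-scaled TPM counts. Against the control of the same age alone Slc16a6 was at 0.48 and lost its call, as it also did in edgeR without JQ1 recovery replicate 3 and, at the highest adjusted p of 0.221, without vehicle treatment replicate 1.

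By camera 20 lists passed after recovery in kidney, 7 higher and 13 lower, with 0 by fry (11 at an unadjusted p below 0.05) and 0 with an estimated correlation (8, lowest adjusted p = 0.336). All 11 male-biased kidney genes lay above control (median 0.46, camera adjusted p = 8.38e-10, adjusted p = 0.336 with an estimated correlation), among them Odc1 (0.80) and the urate transporter Slc22a12 (0.28). Of these 0 were called by edgeR and 1 adjusted over the list alone. Genes of the integrated stress and unfolded protein response had a median of 0.21 with 7 higher and 1 lower adjusted over the list alone (camera adjusted p = 1.42e-05, adjusted p = 0.336 with an estimated correlation). Gluconeogenesis had a median of 0.21 with 3 (camera adjusted p = 0.00225, adjusted p = 0.336 with an estimated correlation). Heat shock passed as higher with a median of 0.22 and a mean of -0.09, which differ in sign, and 8 genes adjusted over the list alone (camera adjusted p = 0.00423, adjusted p = 0.673 with an estimated correlation). Adipocyte genes, with 13 of 14 below control, had a median of -1.73 (camera adjusted p = 1.42e-05, adjusted p = 0.593 with an estimated correlation). Medians were -0.24 for collecting duct genes, all 18 below control (0.00011 and 0.344), -0.22 for podocyte genes (0.000161 and 0.336) and -0.21 for fatty acid oxidation (1.42e-05 and 0.336). Adipocyte, collecting duct and podocyte genes had 0, 1 and 2, and fatty acid oxidation 1 higher and 3 lower, adjusted over the list alone. The MHC class II list did not pass (median 0.00, camera adjusted p = 0.811), and against the control of the same age 9 lists passed in place of 20.

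Direct comparison of JQ1 treatment with JQ1 recovery, which shares no control, gave 1255 kidney genes, 413 higher and 842 lower at treatment. The cholecystokinin receptor Cckar was at 6.71 ± 0.94 CPM at treatment, 75.6 ± 12.8 at recovery and 50.9 ± 6.1 in controls (-3.48 ± 0.15, adjusted p = 3.66e-09). C1qtnf3 (-1.63 ± 0.11), Timd2 (-2.54 ± 0.15), Cgref1 (-1.21 ± 0.09) and BC024386 (-1.17 ± 0.10) were lower at treatment. Miox (0.88 ± 0.08), Slc5a10 (1.28 ± 0.11), the amyloid precursor-like gene Aplp2 (0.71 ± 0.07), Gm20634 (1.14 ± 0.12) and the lysosomal reductase Ifi30 (0.63 ± 0.08) were higher. Of the 709 genes changed against control, 530 were also called here, and since both comparisons use the same 3 treatment libraries this overlap is no separate test. Treatment and recovery animals also differed in age. The count was 737, 675 and 771 without JQ1 recovery replicates 1, 2 and 3.

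**Figure D2:**
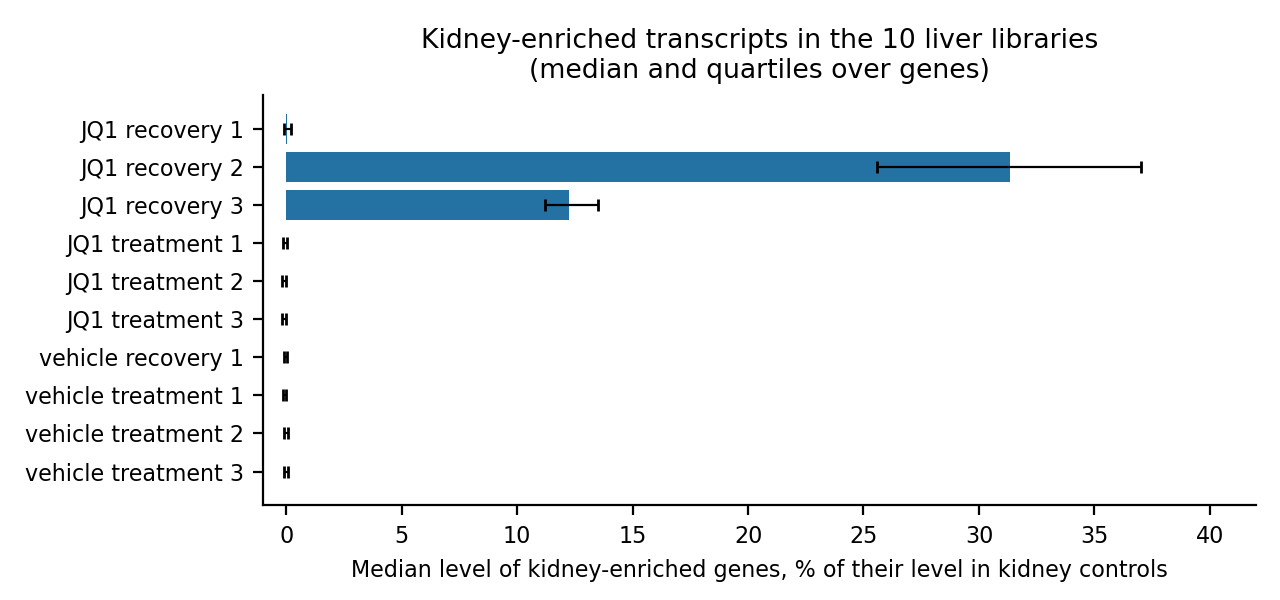
Bars give, for each of the 10 liver libraries, the median level of 287 kidney-enriched genes as a percent of their level in kidney controls after subtraction of the liver control level, with lines from the lower to the upper quartile over genes. JQ1 recovery replicates 2 and 3 stand at 31.4% and 12.3%, and the other libraries at or near 0.

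Liver JQ1 recovery replicates 2 and 3 held kidney transcripts, which bears on every liver result because all 10 libraries share a fit. Over 287 genes at least 50 times higher in kidney than in liver controls and at 20 CPM or more there, the median level was 31.4% of that in kidney in replicate 2 and 12.3% in replicate 3, against 0.0175% in recovery replicate 1. Kap, an androgen-driven transcript of the proximal tubule, was at 3541 and 2138 CPM in replicates 2 and 3 and at 20.4 in replicate 1 (without TMM scaling), against 1.29 ± 1.26 in liver controls and 16550 ± 3901 in kidney controls. Segment markers stood at 31% to 40.2% of their kidney level in replicate 2 and 11.7% to 13.7% in replicate 3. Fits without these libraries were chosen after seeing the data.

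In liver at the end of treatment 39 genes rose and 33 fell. The metallothioneins Mt1 and Mt2, which bind zinc and copper, went from 167.7 ± 34.5 to 44.2 ± 12 CPM (-1.93 ± 0.22, adjusted p = 0.0033) and from 192.1 ± 11.5 to 28.7 ± 5.6 CPM (-2.74 ± 0.38, adjusted p = 0.0311). Slc10a2, the sodium-dependent bile acid transporter, went from 40.7 ± 10.6 to 9.55 ± 2.46 CPM (-2.09 ± 0.23). Slc22a7 (-1.95 ± 0.32), Cyp2c55 (-1.91 ± 0.37), Adgrv1 (-3.64 ± 0.55) and Rdm1 (-2.32 ± 0.39) fell as well. So did the langerin gene Cd207 (-2.88 ± 0.44), Cd74 (-2.56 ± 0.43) and the unnamed gene ENSMUSG00000121034 (-3.90 ± 0.44). Gm20634 rose from 31.8 ± 6.7 to 143.7 ± 17.3 CPM (2.17 ± 0.17, adjusted p = 8.64e-05), the rise with the lowest p. The cytochromes Cyp3a44 (3.89 ± 0.70) and Cyp2j6 (0.96 ± 0.15), the small nucleolar RNA Snord118 (1.44 ± 0.19) and Adamts7 (1.26 ± 0.26) also rose. Further rises were in Tspan4 (0.92 ± 0.16), Cspg5 (0.92 ± 0.16), Rpl22l1 (0.87 ± 0.11), Col27a1 (0.85 ± 0.16) and ENSMUSG00002076650 (0.87 ± 0.15). Of the genes fixed by name, Myc (1.64 ± 0.70, adjusted p = 0.496), Brd2 (-0.30), Gpx4, Hexim1, Brd3, Smarca5 and Brdt did not pass the edgeR test in liver, and Serpini1 was not tested.

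The liver count at treatment was 72 of 14559 genes, 39 higher and 33 lower, with 1387 at an unadjusted p below 0.05 in edgeR. DESeq2 called 291, voom 287, edgeR without a filter on low counts 128, with length-scaled TPM counts 37, with controls of the same time 29 and in a fit of only the treatment and control libraries 368. Without recovery replicates 2 and 3 it was 358 (173 higher, 185 lower), with 71 of the 72 among them. It was 16, 15 and 15 without JQ1 treatment replicates 1, 2 and 3. It was 34 without the vehicle recovery library, and 23, 35 and 23 without vehicle treatment replicates 1, 2 and 3. Of the 20 genes with the largest changes Gm20634, Rpl22l1, Slc10a2, Mt1 and ENSMUSG00000121034 kept their call with any 1 treatment or control library left out, and the other calls are those of the full set of libraries. Mt2 and Cd74 were called in the fit without recovery replicates 2 and 3. In that fit H2-Eb1 (-3.60), H2-Ab1 (-3.24), Igkc (-3.02), H2-Aa (-3.01) and Dntt (-2.43) also fell. Among the rises there were H4c8 (4.55), Cyp4a32 (1.89), Cyp4a31 (1.75), Pdzk1ip1 (1.46) and Hells (1.36).

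Ribosomal protein genes had the lowest p of 53 lists in liver. In all, 14 lists passed by camera (17 without recovery replicates 2 and 3) and 4 by fry, and 0 with an estimated correlation in camera (5 at an unadjusted p below 0.05). All 40 lay above control (median 0.34, camera adjusted p = 1.14e-26, adjusted p = 0.194 with an estimated correlation). By edgeR 3 rose (among them Rpl35 0.59 and Rpl32 0.46) and 35 did so adjusted over the list alone, and without recovery replicates 2 and 3 there were 19. In the MHC class II list 1 of 7 genes fell, Cd74, and 6 adjusted over the list alone (median -2.56, camera adjusted p = 2.89e-18, adjusted p = 0.0846 with an estimated correlation). H2-Eb1 was at -3.59, H2-Ab1 at -3.23 and H2-Aa at -3.00, and 4 of the list fell without recovery replicates 2 and 3. Lymphocyte genes had 0 of 8 called by edgeR and 4 lower adjusted over the list alone (median -1.39, camera adjusted p = 1.56e-07, adjusted p = 0.0846 with an estimated correlation). Igkc was at -3.02 and Ighm at -2.62. Genes of the pericentral zone, where hepatocytes make glutamine and metabolise drugs, had 2 of 16 lower, among them Lect2 (-1.14), and 6 adjusted over the list alone (median -0.36, camera adjusted p = 1.22e-10, adjusted p = 0.184 with an estimated correlation). Histone genes had 3 of 17 higher, H1f2 (0.83), H2bc4 (0.77) and H2az1 (0.50), and 7 higher and 1 lower adjusted over the list alone (median 0.39, camera adjusted p = 1.56e-07, adjusted p = 0.153 with an estimated correlation). Rpl35, Rpl32 and H2az1 lost their edgeR calls in all 7 fits that left out 1 treatment or control library, and H2bc4, H1f2 and Lect2 in 5, 3 and 2 of them.

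Further lists passed by camera in liver, among them the acute phase list with 2 of 27 lower (Mt1 and Mt2) and 2 adjusted over the list alone (camera adjusted p = 0.00436, adjusted p = 0.736 with an estimated correlation). Heat shock had 1 of 16 lower, Hspb1 (-1.50), and 2 adjusted over the list alone (camera adjusted p = 0.00458, adjusted p = 0.736 with an estimated correlation). MHC class I had 1 of 14 lower, the immunoproteasome subunit Psmb8 (-0.89), and 2 adjusted over the list alone (camera adjusted p = 0.0241, adjusted p = 0.736 with an estimated correlation). Cell cycle (median 0.45, camera adjusted p = 0.000627, adjusted p = 0.607 with an estimated correlation), cytokines (-0.39, 0.00152 and 0.469), the integrated stress response (-0.19, 0.0021 and 0.736), hepatocyte genes (0.30, 0.00504 and 0.736), the mitochondrial genome (0.22, 0.00551 and 0.736) and oxidative phosphorylation (0.10, 0.0154 and 0.872) passed by camera with 0 single genes called by edgeR. Adjusted over the list alone, there were 3 lower in cytokines, 2 higher and 1 lower in hepatocyte genes and 0 in the others. CAR and PXR targets (1 higher and 2 lower of 29, camera adjusted p = 0.0867), genes raised by BET inhibitors (2 of 8 higher, median -0.11 with a camera direction of higher, adjusted p = 0.774), genes lowered by them (0 of 9, 0.196) and the BET family (0 of 16, 0.291) did not pass. These 4 lists had 2 and 6, 2 and 1, 0 and 1, and 0 and 0 higher and lower adjusted over the list alone. CAR and PXR targets passed as lower without recovery replicates 2 and 3 (camera adjusted p = 0.0304, adjusted p = 0.565 with an estimated correlation). Of the 7 edgeR fits that left out 1 treatment or control library, Hspb1 lost its call in 6 and Psmb8 in 7. The highest adjusted p was 0.248 for Hspb1, without JQ1 treatment replicate 2, and 0.293 for Psmb8, without replicate 3.

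After recovery 5 liver genes passed, Mt1 (43.2 ± 7.9 CPM, -1.96 ± 0.22), the acute phase gene Serpina3m (-1.05 ± 0.16) and the retinol dehydrogenase Rdh16f2 (-0.83 ± 0.13) lower, and Irx1 (3.24 ± 0.51) and the protease inhibitor Serpine2 (2.03 ± 0.32) higher. Without recovery replicates 2 and 3, which leaves 1 recovery library assumed to vary like the other groups, none of the 5 was called. Mt2 was the only gene called there (-1.84 ± 0.18, adjusted p = 8.27e-05), and Irx1 was at 1.41, Serpine2 at 1.36, Mt1 at -1.69, Rdh16f2 at -0.71 and Serpina3m at -0.67. Of the 72 genes changed at treatment 70 were not called after recovery (97.2%, 95% interval 90.3% to 99.7%). The median ratio of recovery to treatment change was 0.04, where simulated recovery libraries with no change gave 99.6% and 0.03. The genes called at both times were Mt1 and Rdh16f2.

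Beside the 5 calls in liver stood 2430 genes at an unadjusted p below 0.05 in edgeR (808 without recovery replicates 2 and 3), 651 calls by DESeq2, 751 by voom and 226 by edgeR without a filter on low counts. The edgeR count was 2107 without recovery replicate 1, 2 without recovery replicate 2 or the vehicle recovery library, and 1 without vehicle treatment replicate 1. It was 0 without recovery replicate 3 or vehicle treatment replicate 2 or 3. Of 448 genes that DESeq2 called higher after recovery, 400 (89.3%) were at least 5 times higher in kidney than in liver controls. Among all 14559 genes tested 1276 (8.76%) were.

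The liver lists after recovery moved with the kidney share of replicates 2 and 3 (31.4% and 12.3%). Camera called 29 lists, 8 higher and 21 lower, and 12 passed without these libraries. None passed by fry (19 at an unadjusted p below 0.05) or with an estimated correlation in camera (5, lowest adjusted p = 0.332). Kidney lists were among the higher, with proximal tubule at a median of 2.40 and 16 of 17 genes higher adjusted over the list alone (camera adjusted p = 6.1e-13, adjusted p = 0.332 with an estimated correlation). Distal convoluted tubule was at 2.88 with 3 of 5 (0.00102 and 0.332) and collecting duct at 1.83 with 4 of 6 (7.49e-05 and 0.332). Acute phase genes, all 27 below control, had 1 called and 16 adjusted over the list alone (median -0.68, camera adjusted p = 1.11e-18, adjusted p = 0.332 with an estimated correlation), and a median of -0.35 without these libraries. Coagulation (-0.46, 13 of 21 lower adjusted over the list alone), apolipoproteins (-0.45, 12 lower and 1 higher of 22), CAR and PXR targets (-0.46, 15 lower and 1 higher of 29), fatty acid synthesis (-0.45, 10 of 17 lower) and the urea cycle (-0.30, 5 of 22 lower) had 0 single genes called by edgeR. Their camera adjusted p were 5.93e-12, 1.39e-10, 5.46e-08, 1.2e-07 and 5.19e-08, each with an adjusted p of 0.332 with an estimated correlation. Without recovery replicates 2 and 3, which leaves 1 recovery library, the medians were -0.12 for coagulation and -0.10 for the urea cycle. They were -0.18 for apolipoproteins, -0.21 for CAR and PXR targets and -0.26 for fatty acid synthesis. Interferon response had a median of 0.37 there.

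JQ1 treatment against JQ1 recovery in liver gave 334 genes, 190 higher and 144 lower at treatment, in a comparison that the kidney share of recovery replicates 2 and 3 enters on one side. Gm20634 (143.7 ± 17.3 against 35 ± 6.9 CPM, 2.04 ± 0.19, adjusted p = 0.00114), the cysteine protease Ctsl (0.90 ± 0.11), Aplp2 (0.80 ± 0.10), Rpl41 (0.89 ± 0.12) and the gluconeogenic enzyme Fbp1 (0.89 ± 0.12) were higher at treatment. Slc10a2 (-2.41 ± 0.25), Ugt3a1 (-0.97 ± 0.13), Hspb1 (-2.10 ± 0.27), Serpina12 (-2.06 ± 0.28) and ENSMUSG00000121034 (-3.37 ± 0.46) were lower. Of the 72 genes changed against control 53 were also called here, again with the same 3 treatment libraries in both comparisons. Without recovery replicates 2 and 3 the count was 138, with 89 of the 334 among them. It was 1158 by DESeq2, 1609 by voom, 609 without a filter on low counts, 165 with length-scaled TPM counts and 33 in a fit of only both groups. It was 2154, 386 and 28 without recovery replicates 1, 2 and 3 and 43, 17 and 40 without treatment replicates 1, 2 and 3.

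Some changes were shared by both organs. Of 13920 genes tested in both, 570 were called in kidney and 62 in liver at treatment, and 24 in both, all 24 in the same direction (14 higher, 10 lower). Independent lists would share 2.54 (0.611 higher and 0.597 lower in both), and Fisher's exact test, two-sided, gave p = 6.94e-18. Gm20634, Aplp2, Fbp1, Rpl22l1 and H2bc4 rose in both. Cd74, Slc10a2, Slc22a7 and the deiodinase Dio1 (-2.33 in kidney, -0.85 in liver) fell in both. These were picked from the 24 after their values were seen. The liver changes of kidney-called genes had the same sign in 73.3%, and Pearson's r across genes, which are not independent replicates, was 0.168. In fits without liver recovery replicates 2 and 3, 67 genes were called in both, 58 of them in the same direction (27 higher, 31 lower), where 12.2 would be shared by independent lists. The 9 that went opposite ways were Gm2a, Apob, Csad, Phyh, Slc2a5, Mgll, Slc35f1, Ugt2b5 and Gm45776, named after their values were seen.

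**Figure D3:**
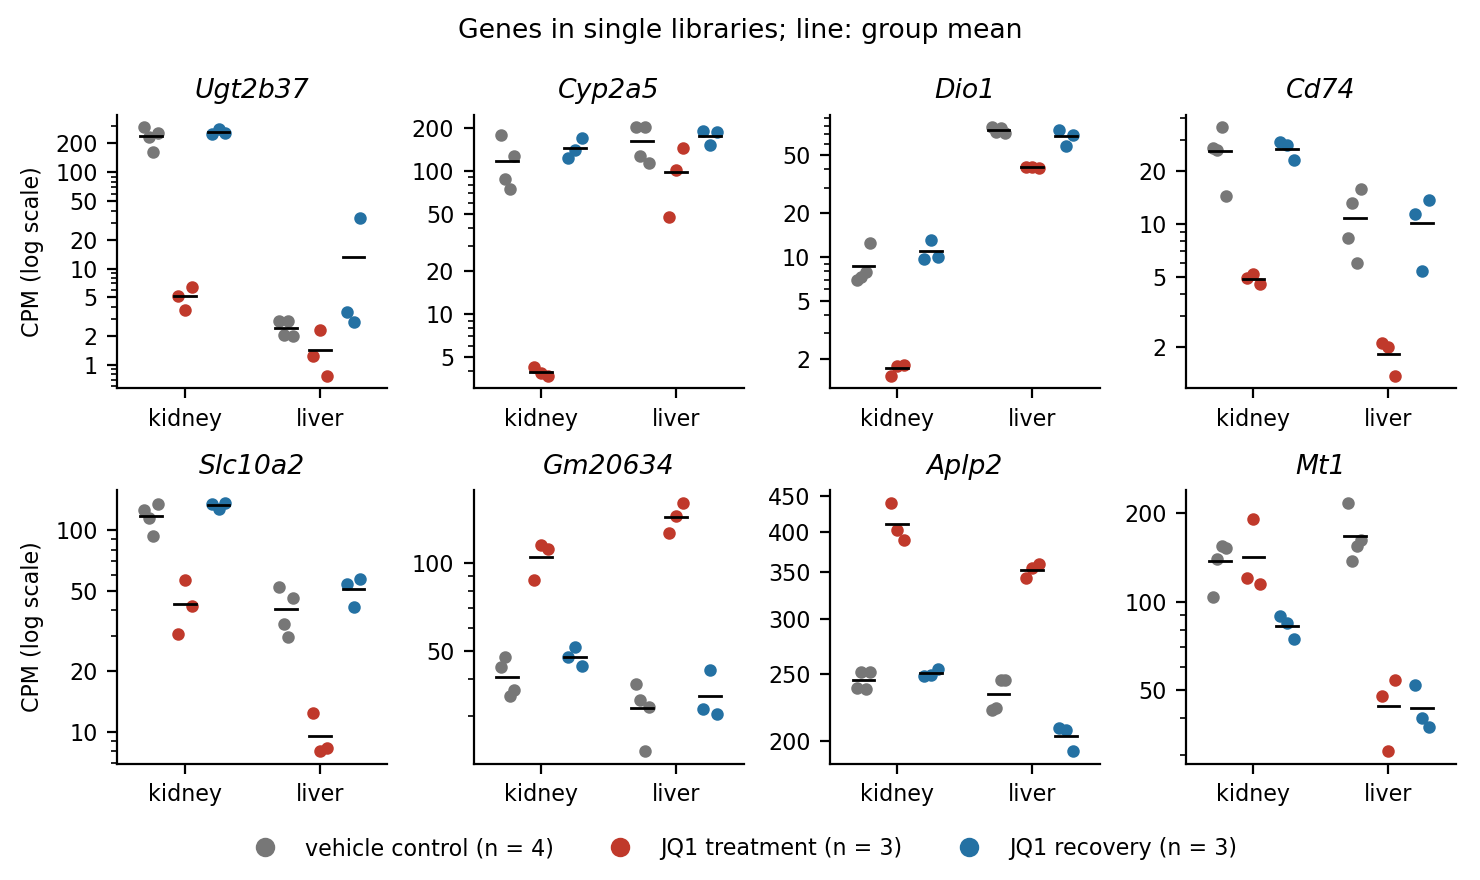
Points give the CPM of 8 genes in single libraries on a log axis for vehicle control (n = 4), JQ1 treatment (n = 3) and JQ1 recovery (n = 3) in kidney and liver, with a line at each group mean. Cd74 falls in treated kidney to 4.88 CPM and in treated liver to 1.82 CPM, and Mt1 falls in treated liver and not in treated kidney.

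A direct test of the difference between organs found 30 of 17710 genes, 6 with a higher change in kidney and 24 with a lower one. Gldc, of the glycine cleavage system, changed by 1.31 ± 0.21 more in kidney than in liver (1.12 and -0.18, adjusted p = 0.00738). The difference was positive for Mt1 by 1.98 ± 0.31 (0.05 and -1.93), Mt2 by 2.85 ± 0.46 (0.10 and -2.74), the monoacylglycerol lipase Mgll by 0.79 ± 0.15 (0.36 and -0.42) and P4ha2 by 2.24 ± 0.44 (0.29 and -1.92). The difference was negative for Timd2 (-2.22 ± 0.23, adjusted p = 8.27e-05) and Csad, an enzyme of taurine synthesis (-1.46 ± 0.16, with -0.90 in kidney and 0.57 in liver). It was also negative for the methyltransferase Inmt (-1.55 ± 0.19), Ugt2b5 (-3.99 ± 0.51) and Cyp2a5 (-4.17 ± 0.53, with -4.90 in kidney and -0.71 in liver). Of the 30 genes, 22 were called in kidney and 6 in liver. The count was 122 by DESeq2, 99 by voom, 17 with controls of the treatment time only and 118 without liver recovery replicates 2 and 3. With same-numbered libraries blocked as 1 animal, a pairing that the labels do not state, 3 genes were called, all 3 among the 30. In fits with single libraries left out the count moved as well. It was 15 and 13 without kidney treatment replicates 1 and 3 and 12 and 19 without liver treatment replicates 2 and 3.

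Treatment and recovery changes use the same controls, which by itself makes them correlate. Across genes, which are not independent replicates, Pearson's r was 0.0737 in kidney and 0.12 in liver, against 0.438 and 0.416 simulated for unchanged groups with these controls. The covariance was 0.0122 in kidney and 0.0387 in liver, below the simulated 0.0444 and 0.0554 by a difference of -0.0322 and -0.0167. With the 4 controls split 2 and 2 (6 splits), r averaged -0.115 in kidney (-0.195 to -0.0365) and -0.0637 in liver. With time-matched controls, which are not shared, r was -0.0165 in kidney and -0.0698 in liver. The liver r with all controls, 0.12 above, was -0.000649, -0.0168, -0.00785 and -0.0306 without recovery replicate 1 and treatment replicates 1, 2 and 3.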

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

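The tests of index hopping, of a change in liver expression, of B cell genes, of ribosomal pseudogenes and of scaling were chosen only after the results were seen, as were the sets of immune marker genes.

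Kidney transcripts in liver JQ1 recovery replicates 2 and 3 stood out among the liver libraries. Of 287 kidney-enriched genes, 100% lay above every liver control in both libraries, which is consistent with kidney RNA mixed into them. Index hopping would put a similar share in other libraries of a pool, and the lower of both shares was 700.2 times the highest among the other 8. A change of liver expression would not follow the kidney profile, and the Spearman correlation with the kidney level across these genes was 0.9225 or more. Both were excluded by these tests. A mix at the bench remains open, as does a piece of kidney taken with the liver, with a limit for replicate 2 given below. The kidney libraries held no liver share above 0.0411%. Ugt2b37, picked after its values were seen, was at 2.77 CPM in replicate 2 and 33.2 in replicate 3. It was at 252.4 to 284.6 in JQ1 recovery kidneys, 3.74 to 6.48 in treated kidneys and 1.98 to 2.84 in liver controls. Miox and Kap, also picked, were at 300.4 and 3541 CPM in replicate 2 (without TMM factors). Miox averaged 888.5 CPM in treated and 482.5 in recovery kidneys. Kap was at 10540 to 11080 in treated and 19880 to 20450 in recovery kidneys. At a kidney share of 31.4% these 3 genes in replicate 2 lie near treated kidney. For these genes this argues against kidney of a recovery animal as the source there. Other genes were not compared in this way, and the source was not tested further.

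The MHC class II list passed as lower by camera in both organs and not with an estimated correlation (adjusted p = 0.177 in kidney and 0.0846 in liver), with 7 of 7 genes called by edgeR in kidney and 1 of 7 in liver. Loss of leukocytes of all kinds was excluded, since the change of 5 pan-leukocyte genes was 0.0283 of that of the list over both organs together. Their median was -0.065 in kidney and -0.224 in liver, against -2.40 and -2.56 for the list. A few genes taking most of the counts would move all genes of a library alike. DESeq2 size factors also scale whole libraries, so the median of -2.39 under them cannot test this. The median over all genes tested was -0.0068 in kidney and 0.0025 in liver. TMM scaling holds these medians near 0, so by themselves they cannot test it either. The gap between the list and these medians does not depend on scaling. A shift of all genes alike would leave no such gap, which argues against it as the whole cause. Fewer B cells may account for part of the fall, as B cell genes moved by at least 0.417 of the list's median (-0.999 in kidney with 4 genes, -1.51 in liver with 5). With all libraries 0 of them were called by edgeR at treatment, and Igkc fell in liver without recovery replicates 2 and 3 (-3.02). T cell genes (1 in kidney, 2 in liver) were at -1.25 and -1.99, dendritic cell genes at medians of -0.43 and -0.45 (only Ciita called, in kidney, itself in the class II list) and macrophage genes at 0.59 and -0.15 (only Csf1r called, lower in kidney, -0.54). Of the dendritic cell genes, 5 of 7 in kidney and 5 of 5 in liver were negative. Among them Clec9a was at -2.29 and -1.69, called in neither organ. The langerin gene Cd207, outside that set, fell in liver (-2.88). Loss of a subset of dendritic cells was not tested. Lower class II transcription in cells that stayed was not tested apart from cell number, so the fall may be either.

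The ribosomal protein list passed as higher by camera in liver and not with an estimated correlation (adjusted p = 0.194), with 3 of 40 genes called by edgeR. Transcript length bias was excluded, since the median of 0.34 exceeded 100% of 1000 random lists matched on length and expression (highest 0.199). A net transfer of reads from processed pseudogenes would lower these, and 20 of 23 were positive with a median of 0.394, but reads shared in both directions could raise genes and pseudogenes together and stay open. A scaling difference, which moves all genes alike, was excluded as the whole cause, since the excess over the median of the matched lists was 0.797 of the list's median. A rise of ribosomal transcripts with JQ1 stays open beside the shared reads.

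Other ways to part the same libraries gave fewer genes in most comparisons. For treatment against control, the real split gave more than any other in kidney (709, highest other 25) and in liver (72, highest other 5), with 1 of 35 splits as large in each, so chance can be excluded. For the difference between organs (30, highest other 0) the splits moved same-numbered kidney and liver libraries together as 1 animal. The labels do not state this pairing, so chance can be excluded only for splits of that kind. For liver recovery the real split also gave the most genes (5, highest other 1), with 1 of 35 splits as large. This margin is small and was not adjusted over the comparisons split in this way, so chance is not firmly excluded. Replicates 2 and 3 hold kidney transcripts, and a fit without them leaves 1 recovery library. Without replicates 2 and 3 Mt1 was at -1.69 (-1.96 with them) and Irx1 at 1.41 (3.24). Mt1 was at 52.1, 40.1 and 37.4 CPM in liver recovery replicates 1, 2 and 3, against 137.4 to 217.1 in liver controls. Kidney libraries had 74.5 to 190.6 CPM, so kidney RNA mixed in cannot give values this low. For Mt1 this argues against kidney RNA as the cause of the fall. For kidney recovery 4 of 35 splits had at least as many genes as the real 1, and chance cannot be excluded. The highest, with 341, set the 3 vehicle libraries of 10 weeks against the 4 libraries of 16 weeks, which points to a structure of the samples that goes with age or time of collection. For treatment against recovery 10 splits are too few, with 1255 real and 0 in the highest other in kidney, and 334 and 0 in liver.

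Among 178 values examined in the 4 control libraries, 9 had a single library far from the others, where chance gives 8.9 (about 1 in 20 groups). In kidney the vehicle recovery library stood apart in the mean log2 CPM of apolipoproteins (3.903, others 3.461 to 3.511), male-biased liver genes (4.327, others 3.511 to 3.606) and periportal genes (3.518, others 3.201 to 3.244), and in the CPM of Brd3 (72.85, others 84.59 to 86.69). In liver it stood apart in the mean log2 CPM of fatty acid oxidation (5.939, others 6.214 to 6.231) and extracellular matrix genes (2.445, others 2.893 to 2.957). Liver vehicle treatment replicate 2 stood apart in genes raised by BET inhibitors (5.324, others 5.414 to 5.427). Liver vehicle treatment replicate 1 stood apart in Mt2 (175.1 CPM, others 195.1 to 199.1) and Myc (3.418 CPM, others 0.4803 to 0.8111).

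The JQ1 treatment change differed between kidney and liver in 30 genes by a test of the difference itself. The count ran from 12 to 33 with single libraries left out. It was 3 with same-numbered libraries blocked as 1 animal, a pairing that the labels do not state.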

How the results depend on the processing

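The analysis without liver JQ1 recovery replicates 2 and 3 was chosen after seeing the data, and the cause was not tested for the changes below unless a sentence names it. For 15 summary values 271 alternatives were computed, of which 158 stayed within the spread or within 1.5 times, 107 moved and 6 changed sign. For 406 named genes in 31 settings, 6211 of 7087 values stayed on their side of the threshold, 404 lost the call, 472 gained it and 0 of those called in either fit changed sign. With these depths and group sizes 56% of genes simulated at 1.5-fold and 76% at 2-fold were recovered in kidney, and 18% and 64% in liver, and depth alone was not varied.

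For kidney treatment the count of 709 became 1084 without a filter on low counts, 432 with length-scaled TPM counts, 459 with only both groups fitted, and 184 beyond 2-fold, which by construction keeps fewer genes. With single libraries of the groups compared left out, here and below, it ran from 411 to 756. For kidney recovery the count of 1 became 109 with DESeq2, 93 with voom, 182 without a filter, 13 with only both groups, and 0 with length-scaled TPM counts and beyond 2-fold, with 0 to 240 when single libraries were left out. Treatment against recovery in kidney went from 1255 to 330 beyond 2-fold and ran from 675 to 1352 with libraries left out.

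The kidney share not called after recovery, 99.86%, was 97.12% with DESeq2, 95.57% without a filter, 96.7% with voom and 100% with length-scaled TPM counts, with time-matched controls and beyond 2-fold, and ran from 90.19% to 100% with libraries left out. The kidney correlation of 0.0737 was 0.3877 without a filter and changed sign with time-matched controls (-0.0165), where the groups no longer share control libraries, with 0.05702 to 0.1917 when libraries were left out. Kidney lists went from 22 to 12 with fry and 0 with an estimated correlation at treatment (19 to 24 with libraries left out). At recovery they went from 20 to 9 with time-matched controls, 0 with fry and 0 with an estimated correlation (16 to 24).

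For liver treatment the count of 72 became 291 with DESeq2, 287 with voom, 128 without a filter, 37 with length-scaled TPM counts, 29 with time-matched controls, 368 with only both groups, 358 without recovery replicates 2 and 3, 28 beyond 2-fold, and 15 to 35 with single libraries left out. For liver recovery the count of 5 became 651 with DESeq2, 751 with voom, 226 without a filter, 2 with length-scaled TPM counts, 1 with time-matched controls, 1 with only both groups, 1 without recovery replicates 2 and 3, and 0 to 2107 with single libraries left out. Treatment against recovery in liver went from 334 to 1158 with DESeq2, 1609 with voom, 609 without a filter, 165 with length-scaled TPM counts, 33 with only both groups, 138 without recovery replicates 2 and 3, 131 beyond 2-fold, and 17 to 2154 with single libraries left out.

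The liver share not called after recovery, 97.22%, was 99.73% with only both groups, 87.8% with voom, 99.72% without recovery replicates 2 and 3, and ran from 74.59% to 100% with libraries left out. The liver correlation of 0.1196 changed sign with time-matched controls (-0.06984), without recovery replicate 1 (-0.0006487) and without treatment replicates 1 (-0.01675), 2 (-0.007852) and 3 (-0.03063), up to 0.2082 at the highest. Liver lists went from 14 to 4 with fry and 0 with an estimated correlation at treatment (12 to 18 with libraries left out), and from 29 to 12 without recovery replicates 2 and 3, 0 with fry and 0 with an estimated correlation at recovery (26 to 29). The difference between organs went from 30 genes to 122 with DESeq2, 99 with voom, 17 with controls of the treatment time only, 118 without recovery replicates 2 and 3, and 12 to 33 with libraries left out.

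Same-numbered libraries had a median correlation of deviations of -0.0344 in kidney (2 of 9 pairs over 0.1). It was -0.0246 in liver (0 of 9) and -0.0119 between organs (1 of 10). Other pairs had medians of -0.0029, 0.0247 and -0.0126, so replicate numbers gave no sign of pairing. Kidney and liver of 1 animal need not deviate alike, so the value between organs cannot decide whether their libraries came from 1 animal. With the replicate number as a block the counts were 554 for kidney treatment, 0 for kidney recovery, 1063 for kidney treatment against recovery, 41 for liver treatment, 2 for liver recovery and 222 for liver treatment against recovery. The kidney share not called was 100% with the block, and the difference between organs with animal as a block had 3 genes, all 3 among the 30.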

Other observations

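A comparison chosen after seeing the data, because it gave the most genes of the splits, set the 16-week kidney libraries (n = 4, 3 of them JQ1 recovery) against the vehicles of 10 weeks (n = 3). Of 17158 genes 341 passed in edgeR, 245 higher and 96 lower at 16 weeks. Selenbp2, a selenium-binding protein, rose from 10.1 ± 0.7 to 28.3 ± 3.1 CPM (1.48 ± 0.12, adjusted p = 2.53e-06). Alox15 (2.22 ± 0.23), Crispld2 (0.92 ± 0.10), the lactate dehydrogenase Ldhd (0.66 ± 0.08) and the androgen-driven Cyp4a12a (0.59 ± 0.07) rose too, and the clock gene Nr1d2 fell (-0.75 ± 0.10). The vehicle recovery library, which had no JQ1, had 32.1 CPM of Selenbp2 and 34.8 of Alox15. Recovery differs from the vehicles of 10 weeks in age, time of collection and past treatment, and 1 vehicle of 16 weeks is all that separates them.

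Male-biased kidney genes had 6 of 11 higher at 16 weeks (median 0.66, camera adjusted p = 1.63e-22, adjusted p = 0.0924 with an estimated correlation). The integrated stress response had 9 of 23 higher (median 0.31, camera adjusted p = 6.64e-09, adjusted p = 0.246 with an estimated correlation) and heat shock 7 of 16 (median 0.30, camera adjusted p = 5.41e-07, adjusted p = 0.341 with an estimated correlation). Adipocyte genes had a median of -1.64 (camera adjusted p = 1.33e-06, adjusted p = 0.36 with an estimated correlation). In liver, without recovery replicates 2 and 3, 27 genes passed in edgeR, 18 higher and 9 lower.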
